# Systematic analysis of brain and skull ischemic injury expression profiles reveals associations of the tumor immune microenvironment and cell death with ischemic stroke

**DOI:** 10.3389/fimmu.2022.1082546

**Published:** 2022-12-20

**Authors:** Chao Zhang, Lisi Wang, Yunmiao Guo, Wei Feng

**Keywords:** ischemic stroke, cell death, tumor, immune microenvironment, skull, brain

## Abstract

**Background:**

Previous studies have shown that stroke is a potential first sign of neoplasia, but the relationship between stroke and cancer remains unclear. As a complex brain disease, ischemic stroke involves cell death and immunity. Thus, it is necessary to investigate the association of the tumor immune microenvironment and cell death with ischemic stroke.

**Methods:**

We established a photothrombosis-induced ischemic injury model in mouse brain and skull. Subsequently, we sequenced the whole transcriptome of the injured mouse brain and skull and analyzed the expression profiles. To investigate the association of stroke with cell death and cancer, we systematically performed gene set enrichment analysis in pan-cell death (i.e., apoptosis, cuproptosis, ferroptosis, necroptosis, and pyroptosis) and the cancer hallmark pathways. The time-dependent immune cell abundance variations after ischemic injury were estimated. Furthermore, pan-cancer genomic and prognostic analyses of the ischemic injury-related gene sets were also performed.

**Results:**

In this study, we found that there exist temporal and spatial differences in the gene expression patterns of both the brain and skull with ischemic injury. The skull ischemic injury-induced changes in the brain transcriptome were particularly great, but could recover in a short period, while the skull transcriptome variation resulting from brain ischemic injury was long-lasting. In addition, the expression of the genes related to ischemic injury was also associated with pan-cell death and the cancer hallmark pathways. The changes in the abundance of immune cells indicate that brain ischemic injury may disrupt the immune microenvironment for a longer time, while the skull can balance the stability of the immune microenvironment better. Moreover, the brain ischemic injury-related gene sets were highly correlated with a variety of tumors, particularly glioblastoma multiforme (GBM), kidney renal clear cell carcinoma (KIRC), brain lower grade glioma (LGG), and uveal melanoma (UVM), which carry a greater mortality risk after stroke.

**Conclusion:**

This systematic analysis not only helps in the understanding of the changes in the gene expression profiles of both the brain and skull with ischemic injury but also reveals the association of the tumor immune microenvironment and cell death with ischemic stroke.

## 1 Introduction

Cancer and stroke are among the leading causes of death worldwide (1–3) that share various epidemiological risk factors and bring a huge public health burden. Stroke, a heterogeneous pathological process, will lead to acute neurological damage. A previous study illustrated that cancer is one of the potential risk factors associated with stroke (4). Cerebrovascular disease is the second most common neurological manifestation after metastasis in cancer patients (5). In addition, a previous study reported that about 15% of patients with cancer had a stroke, half of whom were asymptomatic (6). A recent study has also shown that the risk of stroke among patients with cancer was twice that of the general population and increases with longer follow-up (7). In addition, patients diagnosed with a brain tumor face a high risk of stroke throughout life (7). This means that patients with cancer have a high risk of stroke (8–12). Stroke may be a potential first sign of neoplasia. However, the relationship between cancer and stroke is still unclear.

Recent studies have challenged our cognition of the skull. Findings indicate that the skull bone marrow plays an important role in immunosurveillance of the central nervous system (CNS) (13, 14). Some studies have reported a direct local vascular connection between the brain and the skull bone marrow through the meninges (14–16). Additionally, a significant increase in the number of cranial myeloid cells that migrate to the meninges and injury area after stroke onset has been observed (7). This means that the skull is an important component of brain immunity that plays an essential role in the process of cerebral ischemic injury and repair. However, the changes that occur in the skull after brain ischemic injury and the effects of skull damage on the brain remain to be elucidated. Some early studies discovered *via* transcriptome analysis that many differential gene enrichments after ischemic stroke are associated with cancer (17). As is known, severe hypoxia occurs in the area of brain lesions after ischemic stroke. Hypoxia is a widespread trait in 90% of solid tumors, which has a profound effect on cell proliferation, metabolism, migration, and angiogenesis during cell development and disease (18–20). Therefore, it is necessary to investigate the associations between ischemic injury to the brain/skull and the tumor.

In addition, cerebral ischemia could result in secondary brain injury and neuronal death, producing inflammatory mediators and leading to immune responses in brain tissues (21). After ischemic stroke, the damaged cells could cause systemic immune response by releasing the specific signals that activate immunodepression (22). These studies all suggest that immune response and inflammation are important factors associated with the pathogenesis of stroke and its outcomes (23, 24). In recent years, a growing number of studies have shown that ischemic stroke is a complex brain disease regulated by multiple cell death pathways, including apoptosis, necroptosis, and ferroptosis (25, 26). However, the relevant mechanisms still need to be explored further. Until just recently, cuproptosis has been newly characterized as a form of cell death (27); whether it is associated with ischemic stroke has not been reported yet.

In this work, a photothrombosis-induced ischemic injury model in the brain and skull of mice was established. The gene expression profiles of the brain and skull after ischemic injury were analyzed and compared with the whole transcriptome. Enrichments of the relevant differential genes in the cancer and cell death pathways were also explored. Moreover, changes in the immune microenvironment after ischemic injury were further analyzed. Finally, pan-cancer genomic and prognostic analyses of the ischemic injury-related gene sets were performed.

## 2 Materials and methods

### 2.1 Animal preparation and ethics

All experimental procedures were performed according to the animal experiment guidelines of the Experimental Animal Management Ordinance of Guangdong Province, China, and the guidelines from the Guangdong Medical University, which have been approved by the Institutional Animal Ethics Committee of Central People’s Hospital of Zhanjiang. Wild-type male BALB/c mice (*n* = 33, 8 weeks old) were used for ischemic injury modeling. The mice were raised under specified pathogen-free (SPF) conditions, with a 12/12-h light/dark cycle.

### 2.2 Photothrombosis ischemic injury model

A mouse focal photothrombosis (PT) ischemic injury model was constructed after establishing the optical clearing skull window. About 100 μl of Rose Bengal (RB) solution (4 mg/ml; Sigma-Aldrich, St. Louis, MO, USA) was injected *via* the tail vein right before laser irradiation, and occlusion was induced with 532 nm laser (1 mm diameter, 2 mW; Laserwave, Beijing, China) irradiation for 210 s. When the light spot was controlled to 1 mm in diameter, the light source was about 2 cm away from the head of the mouse.

### 2.3 Assessment of brain injury with rhodamine extravasation

Mice in the control, PT-2 (2 days after skull PT), and PT-6 (6 days after skull PT) groups were injected with 0.05 ml rhodamine (0.5 mg/ml; Sigma-Aldrich, St. Louis, MO, USA) through the tail vein. About 30 min after circulation, the mice were decapitated and their brain rapidly taken out and fixed in 4% paraformaldehyde (PFA) for 24 h. Subsequently, the brains were cut into 50 μm slices and stained with DAPI. Images of the intact brain slices were captured using a fluorescence microscope (Ni-E Microscope; Nikon, Tokyo, Japan) at ×20 objective (NA = 0.75). ImageJ software was employed to analyze the images.

### 2.4 Transcriptome profiling

Mouse brain and skull tissues with the ischemic and peri-ischemic regions were harvested for RNA sequencing (RNA-seq) at representative time points. Each group of skull or brain tissue samples was kept in nearly the same volume.

### 2.5 RNA-seq library preparation

The total RNA of the samples was extracted using TRIzol reagent (Thermo Fisher Scientific Inc., Waltham, MA, USA) and further treated with DNase to remove contamination of the genomic DNA. The messenger RNA (mRNA) was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA), which was then used for the preparation of the RNA-seq library with the NEBNext Ultra II mRNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). These were performed using Illumina sequencing with the paired-end 2 × 150 sequencing mode.

### 2.6 RNA-seq data quality control and preprocessing

Raw RNA-seq data in FASTQ format were processed with fastp v0.23.0 (28), an ultra-fast FASTQ preprocessor with useful quality control and data filtering using default parameters. Afterward, the clean reads were mapped to the *Mus musculus* genome (mm10) with HISAT2 v2.1.0 (29). To integrate our previous RNA-seq data into the current work, we used ComBat_seq from the R package sva (v3.42.0) (30) to remove batch effects. Differential expression analysis of two groups (three biological replicates per condition) was performed using the R package DESeq2 (v1.18.1) (31). Normalized counts were derived using DESeq2 to compare the gene expression across samples (32). Genes with |log2(fold change)| >1 and a false discovery rate (FDR) <0.05 were considered as differentially expressed genes (DEG).

### 2.7 Gene set enrichment and variation analyses for the RNA-seq data

The Gene Ontology (GO) term enrichment and the gene set enrichment analysis (GSEA) (33) between groups were performed with the R package clusterProfiler (v4.0) (34) with default parameters on the MSigDB (35) C5 and hallmark pathways. The gene set variation analysis (GSVA) scores were estimated using the R package GSVA (v1.42.0) (36) for the gene set in each sample. We used ComplexHeatmap v2.10.0 (37) to generate heatmaps.

### 2.8 Estimation of immune cell abundance

The immune cell abundance was estimated based on the expression read count data of each sample with ImmuCellAI-mouse (Immune Cell Abundance Identifier for mouse) (38). Significant differences in the immune cell abundance values between the injured groups and the control groups were analyzed with the two-sided Student’s *t*-test. A *p*-value less than 0.05 was considered to indicate significant difference. We used the Kruskal–Wallis test to determine the statistically significant differences between three groups. For the correlation between gene expression and immune cell abundance, we used Pearson’s correlation and considered |*R*| > 0.9 and *p* < 0.05 to represent a significant correlation.

### 2.9 Statistical analysis

All figures herein without specification were plotted with the R package ggplot2. The *p*-values of the other tests without specification were calculated using a two-sided Student’s *t*-test. *P*-values less than 0.05 were considered statistically significant.

## 3 Results

### 3.1 Transcriptome analysis of brain and skull ischemic injury

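Photothrombosis (PT) closes the vessels of a small area by lighting a dye in the blood with a laser. RNA-seq data of 12 libraries in 4 groups of 3 were analysed here: the brain on day 2 (S2B) and day 4 (S4B) after skull PT, and the skull on day 2 (B2S) and day 6 (B6S) after brain PT. The uninjured brain and skull (BC and SC) and the injured tissues themselves (B2B, B6B, S2S and S4S) were not analysed here, so every comparison was made between these 4 groups and none against a control. The poly(A) mRNA was sequenced from both ends. The authors cleaned the reads with fastp, mapped them to the mouse genome (mm10) with HISAT2 and deposited the number of reads counted on each of 22317 gene symbols, without normalization. The paper's text does not name the counting program, its gene annotation or its use of strand, nor whether the deposited counts precede its ComBat_seq batch correction.

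The total count per library lay between 14126082 and 18972654, with a median of 15955222. It ranged from 14495637 to 16708951 in S2B (median 16025674), from 14183813 to 18972654 in S4B (median 18540565), from 14126082 to 16988400 in B2S (median 15884771) and from 15378006 to 16544798 in B6S (median 15564105). The 10 most abundant genes took 14% to 15.25% of the counts in S2B, 6.146% to 6.232% in S4B, 6.995% to 8.071% in B2S and 12.5% to 23.91% in B6S. The counts were normalized by edgeR's TMM method and are given as CPM, counts scaled to the size of the library. Genes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after filterByExpr had removed genes with few counts. A gene was called a differentially expressed gene (DEG) at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the paper's own thresholds.

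The groups are named by their labels. The libraries labelled S2B held abundant bone transcripts and few neuronal ones, and the libraries labelled B2S held the reverse. The collagen gene Col1a1 reached 34349 CPM in S2B and 50606 CPM in B6S, against 3.14 CPM in S4B and 7.30 CPM in B2S. The neuronal gene Snap25 was at 18.4 CPM in S2B and 32.5 CPM in B6S, against 3475 CPM in S4B and 3331 CPM in B2S. Each direction between days was therefore also a direction between libraries with bone transcripts and libraries with brain transcripts.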

Here, we established the ischemic injury model using PT for the brain and skull and performed whole-transcriptome sequencing, including the injured skull (second and fourth days), the skull with brain injury (second and sixth days), the injured brain (second and sixth days), the brain with skull injury (second and fourth days), and the skull and brain in the control groups (**Figure 1A**). The time points for the sample selection referred to our previous work (39). In order to verify the effectiveness of model establishment and to evaluate brain recovery after ischemic injury, we evaluated the changes in the blood–brain barrier after ischemic injury from the acute phase (second day) to the chronic phase (sixth day) based on the area of dye leakage (**Figure 1B**). The results showed that the disruption of the blood–brain barrier was severe on the second day after PT, but was greatly restored on the sixth day after PT. Moreover, we combined the transcriptome data of the untreated brain and skull as control groups from our previous work (39) (GSE191183). We performed removal of batch effects for the transcriptome dataset before further analysis, as shown in **Supplementary Figure S1**. Subsequently, we determined the DEGs for brain and skull sequencing, as shown in **Supplementary Figures S2A, B** and **Table S1**. We further investigated the changes in the number of DEGs in the brain after skull and brain injury. By comparing with the control group, we found that the number of upregulated and downregulated genes in the brain on the second day after skull PT (S2B vs. BC: 4,779 upregulated and 4,727 downregulated) was more than that on the second day after brain PT (B2B vs. BC: 1,639 upregulated and243 downregulated). On the contrary, the number of up- and downregulated genes in the brain 4 days after skull PT (S4B vs. BC: 206 upregulated and143 downregulated) was less than that at 6 days after brain PT (B6B vs. BC: 1,130 upregulated and 132 downregulated). Interestingly, compared with the brain after skull and brain PT (second day), the number of up- and downregulated genes in the brain after skull PT (fourth day) (S4B vs. S2B: 5,386 upregulated and 5,010 downregulated) was far more than that after brain PT (sixth day) (B6B vs. B2B: 255 upregulated and 525 downregulated) (**Figure 1C**, left panel). However, we observed different phenomena in the skull after skull and brain injury. 

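Between the libraries labelled S4B and S2B, 4799 genes were higher and 4949 genes lower in S4B among 17293 genes tested. The paper's own counts, from DESeq2, are 5386 upregulated and 5010 downregulated genes. DESeq2 on the same 6 libraries gave 5186 higher and 5232 lower genes. Without each library in turn, 4834 to 5005 genes were higher and 5007 to 5058 lower. The alternative that lowered the counts most was a filter of at least 10 counts in every library, with 3209 genes higher and 3396 lower. Counting every gene with an adjusted p-value under 0.05, whatever its fold change, gave 7138 genes higher and 7262 lower.

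By a fixed rule, the 3 genes with the largest change in each direction are named. Fam163b reached 111 ± 11.6 CPM (SD, n = 3) in S4B, at least 578-fold higher than in S2B, where it was at or under 3 counts in every library. Pnmal1 reached 162 ± 4.42 CPM in S4B and was at least 848-fold higher by the same measure. Gpr26 rose by 11.77 on the log2 scale (standard error 0.26, adjusted p = 1.70e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp13, a collagenase gene, was at 4550 ± 1014 CPM in S2B and at least 25687-fold lower in S4B. Ibsp, which encodes bone sialoprotein, was at 3189 ± 979 CPM in S2B and at least 18001-fold lower in S4B. H19 was at 469 ± 39.5 CPM in S2B and at least 2647-fold lower in S4B. The rest of the comparison, between S2S, B2B, B6B and the controls, was not analysed here.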

Compared with the control group, the number of up- and downregulated genes in the skull after brain PT (second day) (B2S vs. SC: 1,924 upregulated and 1,052 downregulated) was less than that after skull PT (second day) (S2S vs. SC: 5,302 upregulated and 4,455 downregulated). But the number of up- and downregulated genes in the skull after brain PT (sixth day) (B6S vs. SC: 4,779 upregulated and 3,759 downregulated) was less than that after skull PT (fourth day) (S4S vs. SC: 5,375 upregulated and 4,248 downregulated). Compared with the skull after brain and skull PT (second day), the number of up- and downregulated genes in the skull after brain PT (sixth day) (B6S vs. B2S: 5,346 upregulated and 5,068 downregulated) was far more than that after skull PT (fourth day) (S4S vs. S2S: 572 regulated and 424 downregulated) (**Figure 3C**, right panel).

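In the libraries labelled B6S, 5020 genes were higher and 4590 lower than in those labelled B2S, among 17311 genes tested. The paper's own counts are 5346 upregulated and 5068 downregulated genes. With DESeq2, 5465 genes were higher and 5061 lower. Leaving out one library at a time gave 4929 to 5129 higher and 4496 to 4808 lower genes. The stricter filter on low counts gave the fewest, with 3461 higher and 3105 lower, and the adjusted p-value alone the most, with 6614 and 6367.

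Among the genes named by the same rule, Mmp13 was at 1761 ± 807 CPM (SD, n = 3) in B6S, at least 9142-fold higher than in B2S. Ngp and Chil3, both expressed by developing neutrophils, were at least 13098-fold and at least 1662-fold higher by their group mean. That mean rested on 1 library, so the folds are no bound for the other libraries. Ngp was at 6156 CPM in B6S replicate 2 and at 379 and 1033 CPM in replicates 1 and 3, so that its mean of 2523 CPM became 706 CPM without replicate 2. Chil3, whose reads could be shared with its paralogs, was at 824 CPM in replicate 2, and its mean of 320 CPM became 68.3 CPM without it. Cacng3, a neuronal calcium channel subunit gene, was at 123 ± 1.43 CPM in B2S and at least 651-fold lower in B6S. Gpr26 fell by 10.72 on the log2 scale (standard error 0.22, adjusted p = 2.75e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rph3a fell by 10.85 (standard error 0.80, adjusted p = 4.59e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it also differed between B2S and S4B, where 7599 to 8758 reads were counted per library in B2S and 155 to 235 in S4B.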

**Figure 1:**
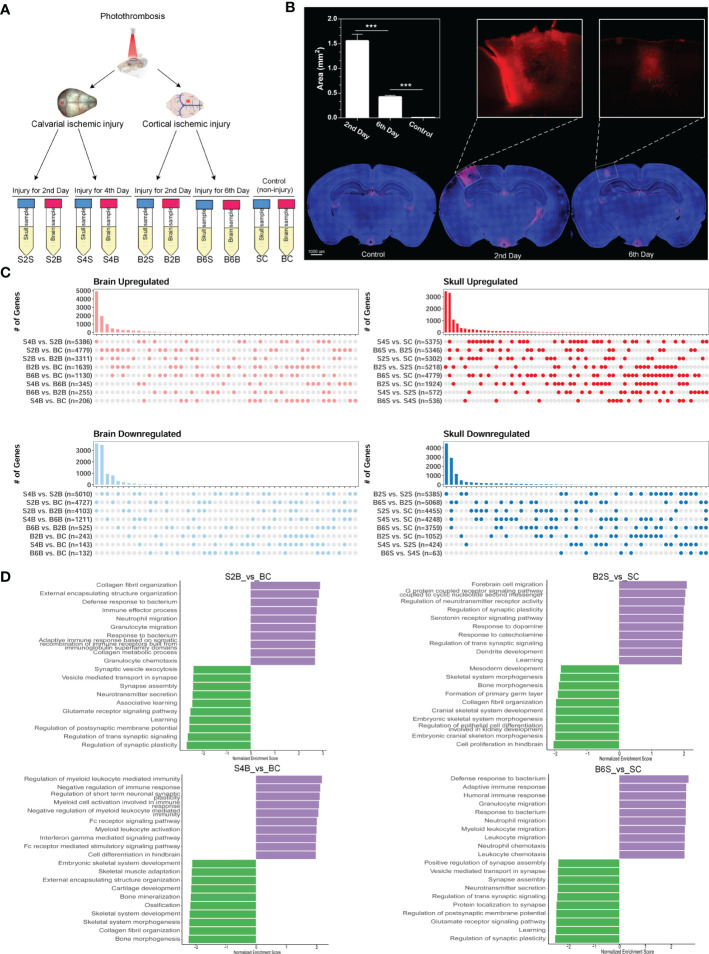
Experimental design and transcriptome analysis of the brain and skull after photothrombosis (PT). **(A)** Experimental design of the brain and skull PT. *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and the sixth day after brain PT; *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and the fourth day after skull PT; *B2S* and *B6S*, skull samples of the second and the sixth day after brain PT; *S2B* and *S4B*, brain samples of the second and the fourth day after skull PT. **(B)** Rhodamine extravasation evaluating the degree of brain injury at different time points after brain PT (*n* = 3, mean ± standard deviation). ***p < 0.001. **(C)** Number of up- and downregulated genes between the brain and the skull groups. **(D)** Gene set enrichment analysis (GSEA) of brain and skull ischemic injury with adjusted *p*-values less than 0.05 (top 10 up- and downregulated terms).

Furthermore, GSEA was performed for S2/4B vs. BC and B2/6S vs. SC. For the brain on the second day after skull PT, the upregulated biological processes were mostly associated with the immune effector process and immune cell migration, whereas the processes related to regulation of synapse and neurotransmitter transport were downregulated (S2B vs. BC) (**Figure 1D**, top left panel). For the brain on the fourth day after skull PT, the upregulated biological processes were mostly enriched in the regulation of immune response and myeloid cell activation, while the downregulated biological processes mainly included skeletal system development and ossification (S4B vs. BC) (**Figure 1D**, bottom left panel). For the skull on the second day after brain PT, the processes associated with forebrain cell migration, regulation of synapse, and neurotransmitter activity were upregulated, while the downregulated biological processes were mostly enriched in skeletal system development and bone morphogenesis (B2S vs. SC) (**Figure 1D**, top right panel). For the skull on the sixth day after brain PT, the processes related to immune response and immune cell migration were upregulated, and most of the biological processes on cell communication were downregulated (B6S vs. SC) (**Figure 1D**, bottom right panel). These results indicate the existence of close immune communications between the brain and the skull after ischemic injury; thus, researchers should pay more attention to the immune response of the skull in brain disease studies.

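The change of gene lists between the days was tested with camera, which compares the genes of a list with all other genes and here used a preset correlation of 0.01 between genes. The adjustment covered 50 tests, of 25 lists in 2 comparisons. Of these, 42 passed an adjusted p-value of 0.05, and 0 passed when camera estimated the correlation from the 6 libraries. Under fry, a rotation test, all 50 tests passed, so that it does not tell the lists apart. In S4B against S2B 20 lists passed, and 7 of the 10 splits of these 6 libraries into 3 and 3, the real one included, gave at least as many. In B6S against B2S 22 lists passed, and 1 of the 10 splits gave as many. The other splits divide the groups unevenly and keep part of their difference. They therefore cannot decide whether these list counts stand apart. The lists compared here were the complete gene lists that Table S2 of the paper gives for 6 GO terms, so the authors had picked their genes from these groups of samples. The control libraries of Figure 1D and the full GO sets were not used here.

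Of the genes of the response to interferon-gamma, 58 of 60 were lower in S4B than in S2B (median log2 fold change -3.66, adjusted p = 5.51e-10 from camera with Benjamini-Hochberg adjustment), and 58 of 59 were higher in B6S than in B2S (median 5.10, adjusted p = 1.15e-13 from camera with Benjamini-Hochberg adjustment). With genes near 0 counts held at their bound, the second median was 4.81. For neutrophil migration, 48 of 49 genes were lower in S4B (median -5.39, or -4.49 with bounds) and 46 of 47 higher in B6S (median 5.58, or 4.88 with bounds). The 19 genes of collagen fibril organization were all lower in S4B (median -7.34) and all higher in B6S (median 7.04). Every tested gene of ossification was lower in S4B, 62 of 62 with a median of -4.57 (-4.28 with bounds), and higher in B6S, 61 of 61 with a median of 4.95. The synaptic lists went the other way. For modulation of chemical synaptic transmission, 18 of 19 genes were higher in S4B (median 6.25) and 18 of 19 lower in B6S (median -6.09). For synapse organization, 16 of 17 genes were higher in S4B (median 5.37) and 16 of 17 lower in B6S (median -5.45). The bone lists thus fell where the neuronal lists rose, in libraries that differed in bone and brain transcripts as labelled.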

Furthermore, we compared the DEGs between the brain and the skull after ischemic injury, as shown in **Figure 2A**. For the brain on day 2 after skull PT (vs. BC) and the skull on day 2 after brain PT (vs. SC), 3,228 genes were downregulated only in the brain, which were mostly related to the regulation of synapse and neurotransmitter transport (**Supplementary Figure S3** and **Table S2**). A total of 3,558 genes were upregulated only in the brain, and most of these genes were related to extracellular matrix organization and wounding healing. In addition, 308 genes were upregulated only in the skull, with the enriched GO terms including muscle contraction, organ morphogenesis, and cell motility. For the brain on day 4 after skull PT (vs. BC) and the skull on day 6 after brain PT (vs. SC) (**Supplementary Figure S3** and **Table S2**), 3,382 genes were downregulated only in the skull, most of which were associated with the regulation of synapse and neurotransmitter transport. Moreover, 3,192 genes were upregulated only in the skull, which were mainly involved in extracellular matrix organization and cell migration. For the brain on day 4 after skull PT (vs. B6B) and the skull on day 6 after brain PT (vs. S4S) (**Supplementary Figure S3** and **Table S2**), 1,134 genes were downregulated only in the brain, which were mainly involved in extracellular matrix organization and immune response. There were 229 genes upregulated only in the brain, most of them associated with neurotransmitter transport and neural activity. A total of 472 genes were upregulated only in the skull, most of which were related to regulation of synapse and neurotransmitter transport.

**Figure 2:**
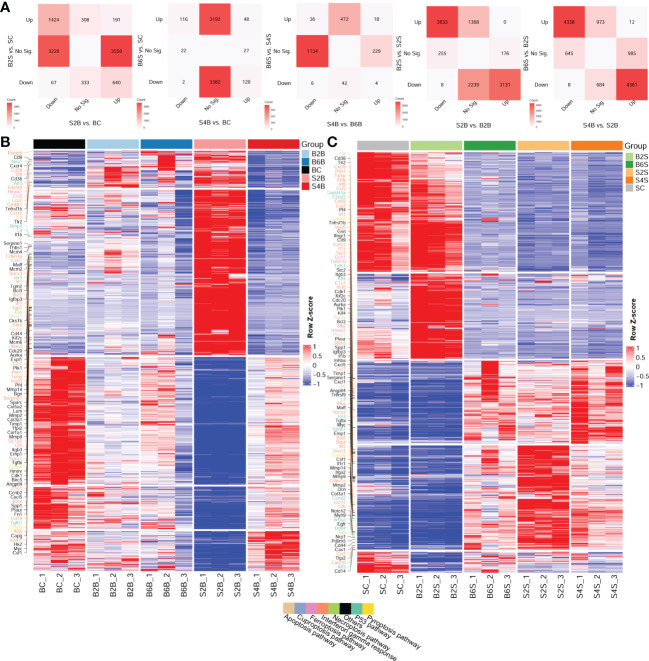
Comparative analysis of the up- and downregulation of the differentially expressed genes (DEGs) between the brain and skull with ischemic injury at different time points. **(A)** Number of intersecting DEGs in the different groups of brain and skull samples (upregulated: FC > 2 and FDR < 0.05; downregulated: FC < 1/2 and FDR < 0.05). *FC*, fold change; *FDR*, false discovery rate*; No Sig.*, not significant. **(B, C)** Heatmap of the brain **(B)** and the skull **(C)** after photothrombosis (PT) with DEGs (*different colored genes* are the representative genes from the cancer hallmark to the cell death pathways). *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and sixth days after brain PT; *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and fourth days after skull PT; *B2S* and *B6S*, skull samples of the second and sixth days after brain PT; *S2B* and *S4B*, brain samples of the second and fourth days after skull PT. (**B**, **C**, show the rows clustered using Pearson’s correlations).

We also investigated the expression patterns of the DEGs across the different time points after ischemic injury of the brain and skull, shown in the heatmaps in **Figures 2B, C**. We found that, for the brain, the expression patterns of the DEGs changed dramatically on day 2 after skull PT compared to those of the brain on days 2 and 6 after brain PT, but this difference almost disappeared by day 4 after skull PT.

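The similarity of the libraries was measured by Spearman's correlation of log2(CPM + 1) across 17072 genes with at least 1 CPM in at least 3 libraries. It describes the libraries, since genes are not independent replicates. Within groups the mean correlation was 0.989 in S2B and 0.995 in S4B. Between the libraries labelled S2B and S4B it was 0.575 ± 0.00401 (SD over 9 pairs of libraries). Pearson's correlation gave 0.555 for these groups.

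Lists of tissue marker genes were averaged as log2(CPM + 1) in each library. The neuron list of 12 genes was at 2.33 in S2B and 9.39 in S4B. The oligodendrocyte list of 8 genes was at 3.79 in S2B and 7.74 in S4B, and the astrocyte list of 8 genes at 5.19 and 8.19. The osteoblast and osteocyte list, of which 9 of 12 genes were matched, was at 7.81 in S2B and 1.43 in S4B. The fibrous matrix list of 10 genes was at 12.46 in S2B and 3.15 in S4B. For each of these lists the 3 libraries of one group lay apart from the 3 of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). The adjusted p-values of these lists were 5.16e-05 for neuron, 0.00224 for oligodendrocyte, 0.0166 for astrocyte, 0.000137 for osteoblast and osteocyte and 2.50e-05 for fibrous matrix from camera with Benjamini-Hochberg adjustment.

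**Figure D1:**
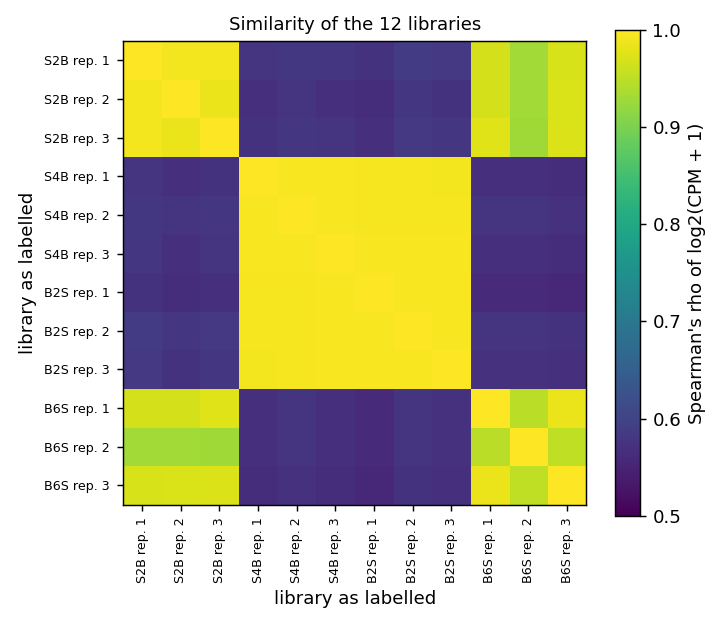
Spearman's correlation of log2(CPM + 1) between the 12 libraries, with each library named by its labelled group and replicate on both axes and the correlation as colour. The S2B libraries had a mean correlation of 0.957 with B6S and 0.575 with S4B, and the S4B libraries 0.993 with B2S.

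**Figure D2:**
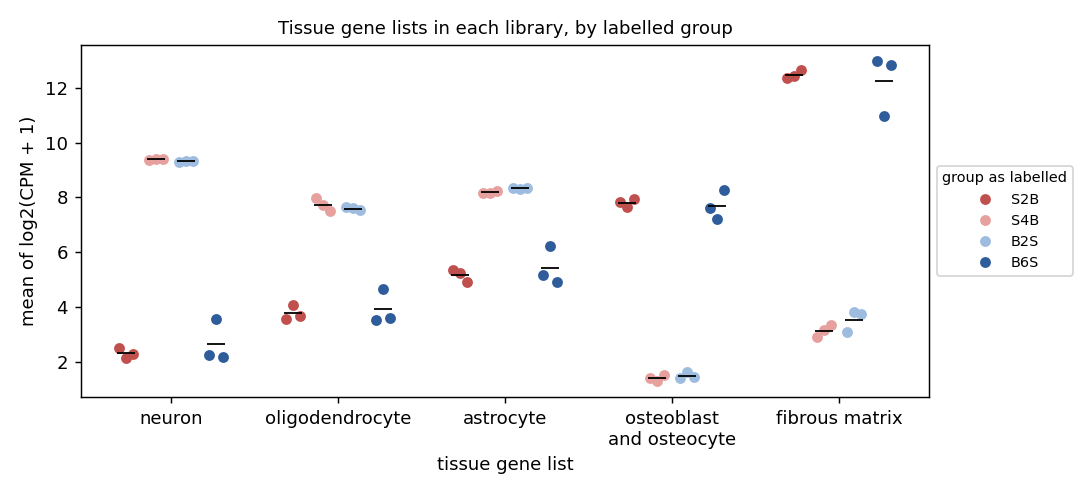
Mean of log2(CPM + 1) over the genes of 5 tissue lists (y axis) in each library, by list (x axis) and labelled group (colour). Each point is a library and each bar the mean of 3 libraries; the neuron list was at 2.33 in S2B, 9.39 in S4B, 9.31 in B2S and 2.68 in B6S.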

For the skull, the expression patterns of the DEGs were greatly altered on day 2 after skull PT compared to the control groups, which did not recover until day 4. However, the expression patterns of the DEGs in the skull changed slightly on day 2 after brain PT, with the major changes occurring on day 6. 

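Between the libraries labelled B2S and B6S the mean correlation was 0.569 ± 0.00719 (SD over 9 pairs), against 0.995 within B2S and 0.962 within B6S. The oligodendrocyte and astrocyte lists were at 7.60 and 8.34 in B2S and at 3.95 and 5.44 in B6S, as mean log2(CPM + 1). The osteoblast and osteocyte list was at 1.51 in B2S and 7.70 in B6S, and the fibrous matrix list at 3.56 and 12.25. The adjusted p-values for B6S against B2S were 2.64e-05 for neuron, 0.00315 for oligodendrocyte, 0.0354 for astrocyte, 8.71e-05 for osteoblast and osteocyte and 0.000132 for fibrous matrix from camera with Benjamini-Hochberg adjustment. In B6S replicate 2 the share of the 10 most abundant genes was the lowest of the group, and Col1a1 was at 18663 CPM against 55309 and 77844 CPM in replicates 1 and 3.

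The change from the early to the late day was opposite in the groups labelled brain and skull. Among 16953 genes tested in both comparisons, the log2 fold changes of S4B against S2B and of B6S against B2S had Pearson's r = -0.953 and Spearman's rho = -0.955 across genes. Of 8355 genes called in both, 8342 (99.8%) changed in opposite directions and 13 in the same direction. The early libraries of one comparison and the late libraries of the other held the same kind of tissue transcripts.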

For both brain and skull ischemic injury, we found that a large number of the gene expression changes among these groups were related to cancer hallmark and cell death pathways, including the P53, interferon gamma response, pyroptosis, necroptosis, ferroptosis, cuproptosis, and apoptosis pathways.

### 3.2 Associations between brain/skull ischemic injury and cell death

Cell death is one of the most important mechanisms in the development of ischemic stroke (40). Here, we systematically analyzed the changes in the gene expression profiles related to five cell death pathways for the brain and skull in different groups, including the injured skull (days 2 and 4), the skull with brain injury (days 2 and 4), the injured brain (days 2 and 6), the brain with skull injury (days 2 and 6), and the skull and brain in the control groups. We found that ischemic injury of the brain and skull was associated with the cell death pathways of apoptosis, ferroptosis, cuproptosis, necroptosis, and pyroptosis (**Figure 3A**), and the genes involved in apoptosis and ferroptosis accounted for the majority. In addition, the gene expression profiles related to cell death pathways varied at different injured sites and ischemic injury time points.

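Lists of cell death genes, written from general knowledge of these pathways, were compared between the days. The gene sets behind Figure 3A were not used here. Of 25 apoptosis genes, 20 were lower in S4B than in S2B (median log2 fold change -1.78, adjusted p = 0.00252 from camera with Benjamini-Hochberg adjustment) and 20 higher in B6S than in B2S (median 2.02, adjusted p = 0.000789 from camera with Benjamini-Hochberg adjustment). Of 10 necroptosis genes, 9 were lower in S4B (median -4.21, or -3.85 with genes near 0 counts at their bound; adjusted p = 0.00136 from camera with Benjamini-Hochberg adjustment) and all 10 higher in B6S (median 4.29, adjusted p = 0.00029 from camera with Benjamini-Hochberg adjustment). Of 10 pyroptosis genes, 8 were lower in S4B (median -2.12, adjusted p = 0.0314 from camera with Benjamini-Hochberg adjustment) and 9 higher in B6S (median 2.99, adjusted p = 0.00505 from camera with Benjamini-Hochberg adjustment). For ferroptosis, 15 of 21 genes were lower in S4B (median -0.51, adjusted p = 0.0523 from camera with Benjamini-Hochberg adjustment) and 14 of 22 higher in B6S (median 0.43, adjusted p = 0.0763 from camera with Benjamini-Hochberg adjustment), so this list did not pass the threshold with camera in either comparison. Under fry, which every list passed, the ferroptosis list passed in both (adjusted p = 2.36e-05 and 0.000172). Adjusted over the list alone, 24 apoptosis, 9 necroptosis, 10 pyroptosis and 17 ferroptosis genes had an adjusted p-value under 0.05 in S4B against S2B, the same numbers as over all genes tested. In B6S against B2S they were 22, 9, 8 and 16 by both adjustments. Since S2B and B6S were the libraries with bone transcripts, both directions were those of bone-rich against brain-rich libraries.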

**Figure 3:**
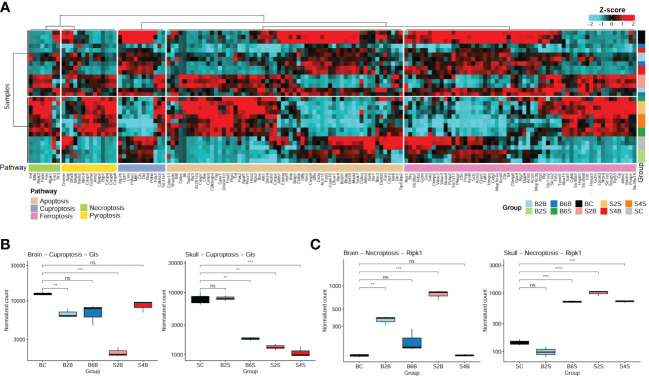
Expression patterns of the cell death pathway genes in brain and skull ischemic injury. **(A)** Heatmap of the genes in the cell death pathways (apoptosis, cuproptosis, ferroptosis, necroptosis, and pyroptosis pathways) for brain and skull ischemic injury. **(B, C)** Analysis of the changes in the representative genes *Ripk1* **(B)** and *Gls* **(C)** associated with necroptosis and cuproptosis in brain and skull ischemic injury (*n* = 3). *ns*, not significant. **p < 0.01, ***p < 0.001, ****p < 0.0001. *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and sixth days after brain photothrombosis (PT); *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and fourth days after skull PT; *B2S* and *B6S*, skull samples of the second and sixth days after brain PT; *S2B* and *S4B*, brain samples of the second and fourth days after skull PT. (**A**, the “cluster_within_group” function was used for the row and column clusters based on Pearson’s correlation).

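Genes that the paper names for cuproptosis were compared between the days. Atp7b was higher in S4B than in S2B (log2 fold change 3.28, standard error 0.42) and so was Dlat (1.08, standard error 0.07). Slc31a1 fell by 2.15 (standard error 0.09), and Cdkn2a, at 1.93 ± 0.18 CPM (SD, n = 3) in S2B, was at least 10.9-fold lower in S4B. Dld, Fdx1, Lias, Mtf1, Pdha1 and Pdhb had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment but changed by less than the fold change threshold, and Lipt1 did not pass (0.50, adjusted p = 0.0635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B6S against B2S, Slc31a1 rose by 1.87 (standard error 0.21), while Dlat fell by 1.54 (standard error 0.10) and Dld by 1.02 (standard error 0.09). Fdx1, Lias, Pdha1 and Pdhb passed by the adjusted p-value alone, Atp7b, Lipt1 and Mtf1 did not pass, and Cdkn2a was not tested. S2B and B6S held bone transcripts and S4B and B2S brain transcripts, so these differences were also differences between libraries with bone and with brain transcripts.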

We found that the expression of the cuproptosis-related genes (CRGs) (27, 41) (i.e., *Gls*, *Atp7b*, *Cdkn2a*, *Dlat*, *Dld*, *Fdx1*, *Lias*, *Lipt1*, *Mtf1*, *Pdha1*, *Pdhb*, and *Slc31a1*) changed dramatically between brain and skull ischemic injury. Intriguingly, *Gls* is involved in ischemic stroke-related ferroptosis (42) and has also been identified as a typical cuproptosis-associated gene (43). We systematically evaluated the genetic alterations of the *Gls*-related cuproptosis pathway in the different experimental groups, as shown in **Figure 3B**. On the second day after brain PT, *Gls* in the damaged brain tissue was significantly downregulated (*p* < 0.01), which returned to normal on the sixth day. Moreover, *Gls* in the brain after skull PT was also significantly downregulated on the second day (*p* < 0.001), also returning to normal on the fourth day. On the second day after brain PT, *Gls* in the skull hardly changed, but was significantly downregulated on the sixth day (*p* < 0.01). As for the second and fourth days after skull PT, *Gls* in the damaged skull tissue was significantly downregulated (*p* < 0.01).

It has been shown that early ischemic brain injury activates *Ripk1* in endothelial cells to drive the necroptosis process in order to induce cerebral hemorrhagic phenomena and pro-inflammatory responses. Thus, we also analyzed changes of the necroptosis-related typical gene (*Ripk1*) in brain and skull ischemic injury (**Figure 3C**). On the second day after brain PT, *Ripk1* in the damaged brain tissue was significantly upregulated (*p* < 0.01), which returned to normal on the sixth day. The *Ripk1* gene in the brain after skull PT was also significantly upregulated on the second day (*p* < 0.001) and returned to normal on the fourth day. 

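Ripk1, which encodes a kinase that starts necroptosis, lies on the plus strand of chromosome 13 of mm10 from 34002363 to 34037147. It was at 54.3 ± 5.22 CPM (SD, n = 3) in the libraries labelled S2B and at 6.63 ± 1.10 CPM in S4B. From day 2 to day 4 it fell by 3.03 on the log2 scale (standard error 0.12, adjusted p = 8.96e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 2.95 to 3.14 when single libraries were left out. The group with the bone transcripts had the higher level, and the difference was larger than the spread between replicates.

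**Figure D3:**
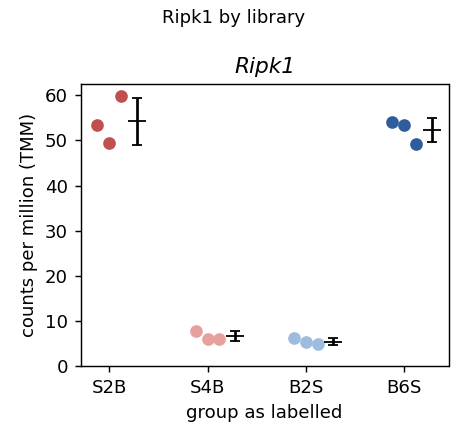
TMM-normalized CPM of Ripk1 (y axis) in the 12 libraries, by labelled group (x axis). Each point is a library, and the bar beside each group is the mean ± SD of 3 libraries; Ripk1 was at 54.3 CPM in S2B and 6.63 CPM in S4B, and the points of these groups do not overlap.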

On the second day after brain PT, the *Ripk1* gene in the skull was hardly changed, but was significantly upregulated on the sixth day. 

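In the libraries labelled B2S, with brain transcripts, Ripk1 was at 5.47 ± 0.73 CPM (SD, n = 3), and in those labelled B6S, with bone transcripts, at 52.3 ± 2.61 CPM. The log2 fold change from day 2 to day 6 was 3.25 (standard error 0.14, adjusted p = 7.27e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.16 to 3.34 without single libraries. The level on day 2 was not compared with SC.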

On the second and fourth days after skull PT, *Ripk1* in the damaged skull tissue was significantly upregulated (*p* < 0.001). It has been widely reported that stroke leads to changes in the *Gls* and *Ripk1* genes (42, 44, 45), which is consistent with the changes in the expression levels of *Gls* and *Ripk1* in the brain on the second day after brain injury (B2B vs. BC). These results indicate a close association between cell death and brain/skull ischemic injury, which might play an important role in ischemic stroke.

### 3.3 Association of ischemic injury with cancer hallmark pathways

We further performed enrichment analysis of the cancer hallmark gene sets of the different groups after brain and skull ischemic injury, as shown in **Figure 4** and **Supplementary Table S3**. There were 39 cancer hallmark pathways associated with brain and skull ischemic injury. **Figure 4A** shows the consistent pattern of variations in the up- and downregulation of the gene expression in these cancer hallmark pathways (e.g., IL2/STAT5 signaling, IL6/JAK/STAT3 signaling, interferon alpha response, interferon gamma response, epithelial–mesenchymal transition, allograft rejection, apoptosis, E2F targets, G2M checkpoint, hypoxia, inflammatory response, TNF-α signaling, NF-κB, angiogenesis, complement, KRAS signaling, P53 pathway, and myogenesis). The pattern of alterations in the brain after brain PT was found to be almost identical to that in the skull after skull PT (B2B vs. BC, B6B vs. BC, S2S vs. SC, and S4S vs. SC), and a higher enrichment score of the skull groups was also found. On the second day after skull PT, the brain showed evident changes (S2B vs. BC), which almost returned to the normal pattern by the day 4 (S4B vs. BC). However, on the second day after brain PT, the brain showed almost no changes (B2S vs. SC), but significant changes appeared on the sixth day (B6S vs. SC). Furthermore, two representative cancer hallmark pathways (i.e., interferon gamma response and hypoxia) were selected to explore the changes in brain and skull ischemic injury based on the GSEA plots (**Figures 4B, D**). The results showed a consistent pattern of changes between brain and skull ischemic injury, but manifested completely opposite patterns of change at different time points after ischemic injury.

**Figure 4:**
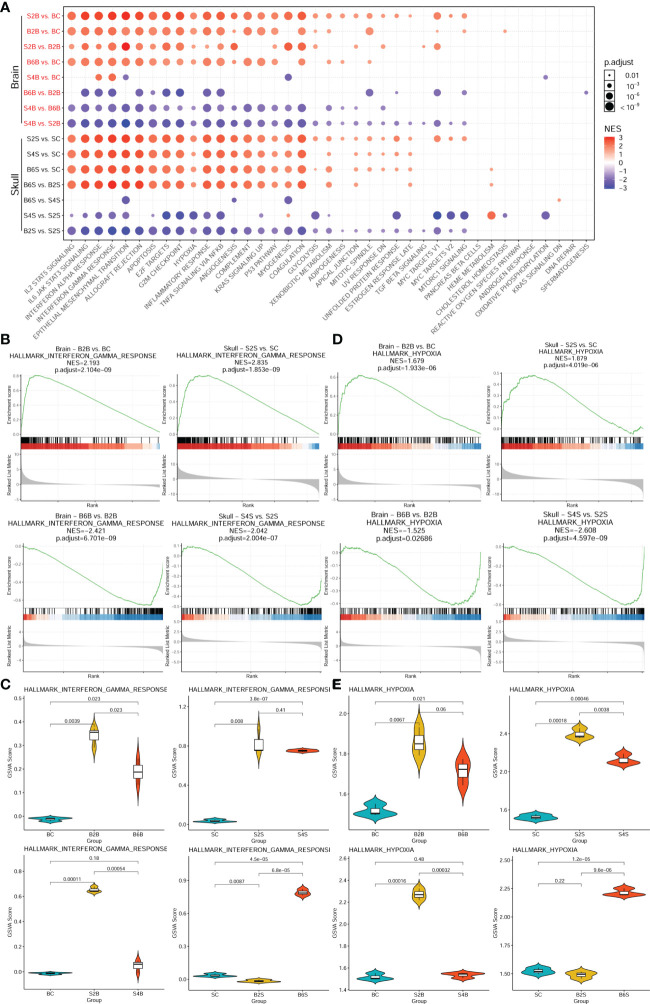
Enrichment analysis of the genes associated with the cancer hallmark pathways in brain and skull ischemic injury. **(A)** Enrichment patterns of the brain and skull ischemic injury-related genes in the cancer hallmark pathways. **(B, D)** Gene set enrichment analysis (GSEA) between the brain and skull ischemic injury groups for the representative interferon gamma response **(B)** and hypoxia **(D)** pathways. **(C, E)** Gene set variation analysis (GSVA) scores of the single samples for the representative interferon gamma response **(C)** and hypoxia **(E)** pathways (*n* = 3). *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and sixth days after brain photothrombosis (PT); *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and fourth days after skull PT; *B2S* and *B6S*, skull samples of the second and sixth days after brain PT; *S2B* and *S4B*, brain samples of the second and fourth days after skull PT.

Moreover, comparisons of the GSVA scores representing the extent of interferon gamma response and hypoxia between the brain and skull ischemic injury groups showed that the genes associated with both pathways were significantly upregulated on day 2 after ischemic injury (*p* < 0.01) (**Figures 4C, E**) and were downregulated in the injured sites on days 4 and 6. However, after skull PT, the genes related to these two pathways in the brain were significantly upregulated on the second day (*p* < 0.001), but returned to normal on the fourth day. On the other hand, the genes related to these two pathways did not change significantly in the skull tissues on the second day after brain PT (*p* > 0.05), but significant changes occurred on the sixth day. These results suggest that the effect of skull ischemic injury on the brain manifests rapidly, while there is a relative delay in the effect of brain ischemic injury on the skull.

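The Hallmark gene sets and the GSVA scores were not used here. In their place, lists of 24 interferon gamma response genes and 24 hypoxia genes were tested. All 24 interferon gamma response genes were lower in S4B than in S2B, with a median log2 fold change of -2.90 (adjusted p = 0.000109 from camera with Benjamini-Hochberg adjustment). The hypoxia genes went both ways, 11 higher and 13 lower, with a median of -0.93 (adjusted p = 0.272 from camera with Benjamini-Hochberg adjustment), and the list did not pass the threshold. Those called as DEGs leaned one way, with 3 higher and 12 lower. As mean log2(CPM + 1), the hypoxia list was at 6.40 in S2B and 5.15 in S4B. Under fry the hypoxia list passed (adjusted p = 0.000569), and under camera with an estimated correlation the interferon list did not (adjusted p = 0.305). Over the alternatives the adjusted p-value ranged from 1.71e-05 to 0.305 for interferon gamma response and from 0.000569 to 0.570 for hypoxia. Adjusted over the list alone, 21 interferon and 22 hypoxia genes had an adjusted p-value under 0.05, the same numbers as over all genes tested. The S2B libraries had bone transcripts and the S4B libraries brain transcripts.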

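In the libraries labelled B6S, all 24 interferon gamma response genes were higher than in those labelled B2S, with a median log2 fold change of 4.50, or 4.36 with genes near 0 counts at their bound (adjusted p = 5.98e-07 from camera with Benjamini-Hochberg adjustment). For hypoxia, 15 genes were higher and 9 lower (median 0.84, adjusted p = 0.215 from camera with Benjamini-Hochberg adjustment). Of those called as DEGs, 12 were higher and 4 lower. The list was at 6.03 in B6S and 5.01 in B2S, as mean log2(CPM + 1). Fry gave the hypoxia list an adjusted p of 0.00695, and the estimated correlation gave the interferon list 0.0888. Across the alternatives these values ran from 0.00695 to 0.432 for hypoxia and from 5.22e-08 to 0.0888 for interferon gamma response. By both adjustments, adjusted over the list alone and over all genes, 24 interferon and 16 hypoxia genes had an adjusted p-value under 0.05. Here the later group, B6S, held the bone transcripts. From the early change in the brain after skull PT and the late change in the skull after brain PT, the paper proposes that skull injury affects the brain rapidly and that brain injury affects the skull with a delay.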

### 3.4 Alterations in the immune cell abundance during brain and skull ischemic injury

We further analyzed the association of immune cell abundance with brain and skull ischemic injury. We determined the immune cells from bulk RNA-seq data using the immune cell abundance estimation tool ImmuCellAI-mouse and found 32 classes of immune cells altered during brain and skull ischemic injury, as shown in **Supplementary Table S4**. **Figure 5A** shows that, on the second day after skull PT, the immune cell abundance in the brain was altered, but recovered by the fourth day. In contrast, on the second and sixth days after brain PT, the immune cell abundance in the skull had little alteration. This indicates that the skull possesses a relatively stable immune microenvironment and plays a very important role in brain immunity. Additionally, we predicted the abundance of immune cells, which revealed dynamic changes in immune cell infiltration during brain and skull ischemic injury (**Figures 5B, C**). We found that the immune microenvironment of the brain was indeed affected by skull injury on the second day, whereas the brain almost returned to normal on the fourth day. However, the immune cell abundance in the skull was not changed immediately when ischemic injury occurred in the brain, but was activated on the sixth day. 

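ImmuCellAI-mouse was not run here. Immune cells were followed by lists of marker genes instead, as the change from S2B to S4B. All 10 macrophage genes were lower in S4B, with a median log2 fold change of -2.56 (adjusted p = 0.000331 from camera with Benjamini-Hochberg adjustment). All 8 matched neutrophil lineage genes were lower (median -8.18, or -7.79 with genes near 0 counts at their bound; adjusted p = 0.000945 from camera with Benjamini-Hochberg adjustment), as were all 6 B cell genes (median -4.69, or -4.40 with bounds; adjusted p = 0.00754 from camera with Benjamini-Hochberg adjustment). The 3 T cell genes tested were lower (median -2.02), but the list did not pass (adjusted p = 0.103 from camera with Benjamini-Hochberg adjustment). With an estimated correlation the macrophage list did not pass (adjusted p = 0.216), within a range of 6.80e-06 to 0.216 over the alternatives. Lists of cells found in bone marrow and bone changed in the same direction. The 6 erythroid genes had a median of -3.34 (adjusted p = 0.0623 from camera with Benjamini-Hochberg adjustment) and the 6 osteoclast genes a median of -10.34, or -8.63 with bounds (adjusted p = 0.000536 from camera with Benjamini-Hochberg adjustment). Adjusted over the list alone, all of these genes had an adjusted p-value under 0.05, as they did over all genes tested. The fall from S2B to S4B was thus measured between libraries with bone transcripts and libraries with brain transcripts.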

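From B2S to B6S the same lists rose. The median log2 fold change was 3.23 over 10 macrophage genes (adjusted p = 0.000177 from camera with Benjamini-Hochberg adjustment), 5.71 over 6 B cell genes (adjusted p = 0.00505 from camera with Benjamini-Hochberg adjustment) and 3.61 over 4 T cell genes (adjusted p = 0.0186 from camera with Benjamini-Hochberg adjustment). It was 13.10 over 8 neutrophil lineage genes, or 12.21 with genes near 0 counts at their bound (adjusted p = 0.00136 from camera with Benjamini-Hochberg adjustment). Replicate 2 of B6S set the neutrophil level, with a summed 25761 CPM against 1480 and 3439 CPM in replicates 1 and 3, and the mean of 10227 CPM became 2460 CPM without it. The erythroid list of 7 genes had a median of 5.18, or 5.11 with bounds (adjusted p = 0.00315 from camera with Benjamini-Hochberg adjustment), and the osteoclast list of 6 genes a median of 10.26, or 8.41 with bounds (adjusted p = 0.00137 from camera with Benjamini-Hochberg adjustment). With an estimated correlation the macrophage list had an adjusted p of 0.0888, the highest over the alternatives, whose lowest was 7.24e-06. Each of these genes passed an adjusted p-value of 0.05 both over all genes and adjusted over the list alone. The B6S libraries held the bone transcripts in this comparison. The 6 NK cell genes without a match, and the abundance scores of Figure 5, were not analysed here.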

In order to understand the molecular mechanisms of the alterations in the immune cell abundance after brain and skull ischemic injury, the correlation between the brain and skull ischemic injury-related genes and immune cells needs to be unveiled.

**Figure 5:**
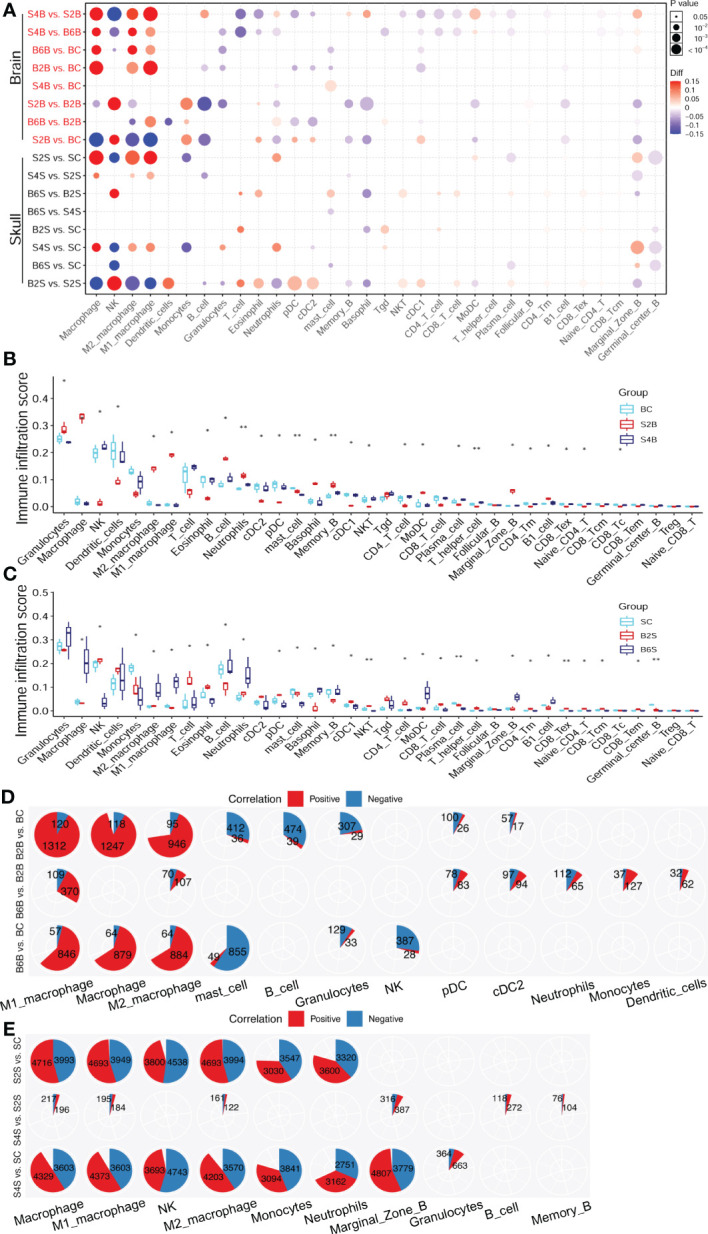
Changes in the immune cell abundance after ischemic injury. **(A)** Immune abundance changes in the brain and skull groups. **(B, C)** Boxplot of the immune cell abundance differences in the brain **(B)** and skull **(C)** groups (*n* = 3; Kruskal–Wallis test: *p < 0.05, **p < 0.01). **(D, E)** Positive (*red*) and negative (*blue*) correlation patterns between the ischemic injury-related genes and the different immune cell types across the brain **(D)** and skull **(E)** ischemic injury groups (Pearson’s correlation: *r* > 0.9, *p* < 0.05). *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and sixth days after brain photothrombosis (PT); *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and fourth days after skull PT; *B2S* and *B6S*, skull samples of the second and sixth days after brain PT; *S2B* and *S4B*, brain samples of the second and fourth days after skull PT.

The number of immune cell infiltration-related genes after brain ischemic injury was less than that after skull ischemic injury (**Figures 5D, E**). The abundance of macrophages increased significantly on the second day after brain ischemic injury (*p* < 0.05). A total of 1,312 genes were positive for M1 macrophage, while only 120 genes were negative. Similarly, 946 genes were positive for M2 macrophage, while only 95 genes were negative. For day 6 of brain ischemic injury, 846 genes were positive for M1 macrophage abundance, but only 57 genes were negative. Similarly, 884 genes were positive for M2 macrophage abundance, but only 64 genes were negative (**Figure 5D**). The abundance of macrophages was significantly increased on the second day after skull ischemic injury (*p* < 0.05), with 4,693 genes positive and 3,949 genes negative for M1 macrophage abundance. Similarly, 4,693 genes were positive and 3,994 genes were negative for the abundance of M2 macrophage. For day 4 of skull ischemic injury, 4,373 genes were positive and only 3,603 genes were negative for M1 macrophage abundance. Similarly, 4,203 genes were positive and only 3,570 genes were negative for M2 macrophage abundance (**Figure 5E**). Furthermore, the number of genes with positive and negative correlations were roughly similar in each immune cell for skull ischemic injury, whereas for there was a huge gap between the number of positive and negative correlations for brain ischemic injury. These results suggest that ischemic injury-related genes are associated with alterations in the abundance of immune cells. We can reasonably speculate that brain ischemic injury may disrupt its immune microenvironment for a longer time, while the skull can balance the stability of the immune microenvironment better.

### 3.5 Pan-cancer genomic and prognosis analyses of ischemic injury-related genes

The enrichment analysis showed that the ischemic injury DEGs were highly enriched in the cancer hallmark pathways, hinting at the connection between stroke and cancer. To investigate this potential association, we used the top 50 highly expressed genes in the injured brain tissue as the brain ischemic injury-associated genes (BIIGs). Subsequently, we used a gene set cancer analysis (GSCA) web server (46) to explore the genomic and prognostic associations of the BIIGs with The Cancer Genome Atlas (TCGA) pan-cancers (47). We utilized 14 cancer types from TCGA with paired tumor-normal RNA-seq samples to identify the DEGs for BIIGs. Overall, the BIIGs were significantly differentially expressed in 14 cancer types (FDR < 0.05). We interpreted an increased expression as upregulation and a decreased expression as downregulation compared with the control groups (**Figure 6A**). Some BIIGs were upregulated in multiple cancer types: *Top2a*, *Mki67*, *Rrm2*, *Mcm6*, and *Spp1* were upregulated in more than eight cancer types, while *Emp1*, *Ptx3*, and *Socs3* were upregulated in seven cancer types. Some BIIGs were downregulated in various cancers, especially *Il1r1*, *Srgn*, *Emp1*, *Ptx3*, *Socs3*, and *Cebpd*, which were downregulated in at least seven cancer types. A recent study has shown that *Spp1*, *Top2a*, and *Mki67* played a vital role in the inflammatory response during brain ischemic injury (48, 49) and that *Ptx3* was an important target in brain ischemic injury and possibly other brain inflammatory disorders (50). Some other findings indicated that the downregulation of *Socs3* in the microglia/macrophages could lead to a marked bias toward the M2 phenotype and ameliorate the inflammation, which could promote neuroprotective effects after stroke (51). Therefore, this suggests that ischemic injury-associated genes play different roles in different tumor environments.

**Figure 6:**
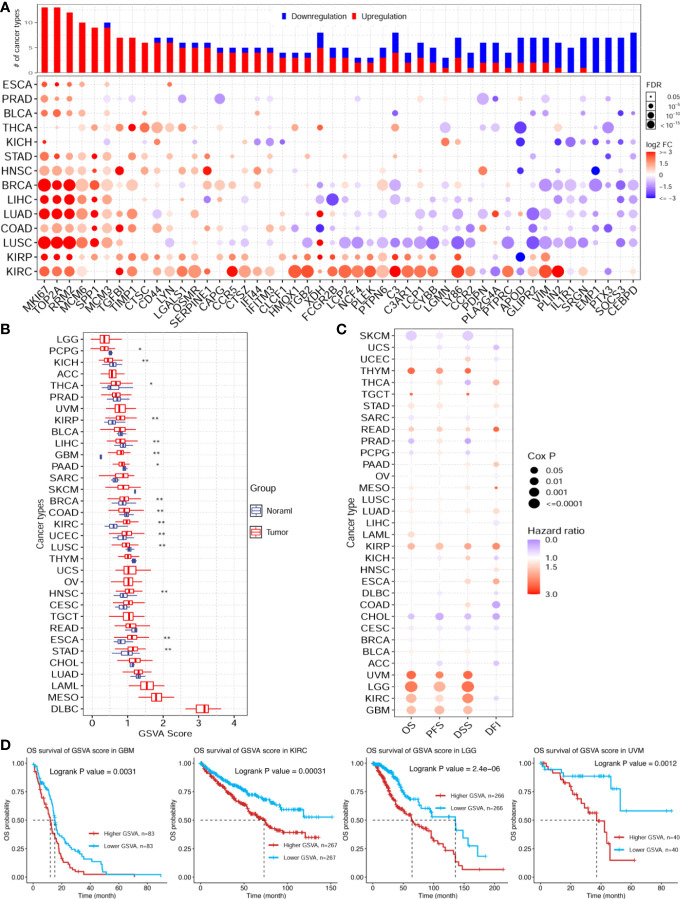
Pan-cancer genomic and prognostic analyses of the ischemic injury-associated genes. **(A)** Upregulation (*red*) and downregulation (*blue*) patterns of the ischemic injury-associated gene sets across different cancer types (*y*-axis) compared to paired normal samples. The *x*-axis represents the 50 core brain ischemic injury-associated genes. The *color intensity* indicates the fold change, while the *point size* indicates the significance of the *p*-value. *Upper bars* show the frequency of cancer types, with upregulation (*red*) and downregulation (*blue*) for each brain ischemic injury-related gene. **(B)** Gene set variation analysis (GSVA) scores of the ischemic injury-associated gene set in each cancer type (*n* = 3). *p < 0.05, **p < 0.01. **(C)** Expression of the ischemic injury-associated genes correlated with the overall survival (OS), progression-free survival (PFS), disease-specific survival (DSS), and disease-free survival **(DFI)** in various cancers from The Cancer Genome Atlas (TCGA). **(D)** Kaplan–Meier curves showing the OS of the ischemic injury-related gene sets analyzed in glioblastoma multiforme (GBM), kidney renal clear cell carcinoma (KIRC), brain lower grade glioma (LGG), and uveal melanoma (UVM). *BC*, control group for the uninjured brain; *B2B* and *B6B*, brain samples of the second and sixth days after brain photothrombosis (PT); *SC*, control group for the uninjured skull; *S2S* and *S4S*, skull samples of the second and fourth days after skull PT; *B2S* and *B6S*, skull samples of the second and sixth days after brain PT; *S2B* and *S4B*, brain samples of the second and fourth days after skull PT.

Furthermore, we evaluated the GSVA scores of the 50 BIIGs in TCGA cancer types, as indicated in **Figure 6B**. We found that the GSVA scores of the BIIGs were low in brain-related tumors [e.g., brain lower grade glioma (LGG) and glioblastoma multiforme (GBM)] and higher in diffuse large B-cell lymphoma (DLBC). Subsequently, we analyzed the association of the BIIGs with prognosis, including overall survival (OS), progression-free survival (PFS), disease-specific survival (DSS), and disease-free survival (DFI), in TCGA cancer types (**Figure 6C**). We classified the patients into a high-BIIG and a low-BIIG group based on the median GSVA scores of the BIIGs. The hazard ratio greater than 1 of the higher GSVA score group compared to the lower GSVA score group indicated a higher risk. We found that tumor patients with GBM, kidney renal clear cell carcinoma (KIRC), LGG, and uveal melanoma (UVM) had a greater mortality risk with higher BIIG GSVA scores. As shown in **Figure 6D**, patients with high expression levels of the ischemic injury-associated genes showed significantly worse survival in GBM (log-rank test, *p* = 0.0031), KIRC (log-rank test, *p* = 0.0031), LGG (log-rank test, *p* = 2 × 10^−6^), and UVM (log-rank test, *p* = 0.0012).

## 4 Discussion

In this study, we evaluated the high GSVA scores of the BIIGs in DLBC, mesothelioma (MESO), and acute myeloid leukemia (LAML) (**Figure 6B**). These highly correlated tumors were not directly related to the brain, which may be due to the limited number of ischemic injury-associated genes we selected for analysis (top 50 highly expressed genes). However, there have also been some case reports showing the strong association between DLBC (52) and MESO (53) and stroke. Additionally, a recent study has demonstrated that RNA signatures in the blood can be used to identify cancer-associated acute ischemic stroke and to monitor patients with cryptogenic acute ischemic stroke for occult cancer (54). This may explain our finding of a higher association between LAML and stroke.

Among the top genes we selected that were consistently overexpressed after brain ischemic injury, *Top2a* has been reported to accelerate tumor development and progression in many cancers, whose upregulation correlated with tumor metastasis and shorter survival in patients (55). Moreover, *Mki67* plays an important role in tumor microenvironment and congenital immunity (56). A lot of studies have reported that *Mki67*, *Rrm2* (57), and *Mcm6* (58) could act as prognostic biomarkers in several cancer types. In addition, *Ptx3* is also an inflammatory molecule related to cancer proliferation, invasion, and metastasis (59). These results fully indicate a certain relationship between the tumor microenvironment and ischemic stroke.

The process of ischemic stroke is inevitably accompanied by cell death due to the cutoff of the nutrient supply to the injured site. Previous stroke-related studies have focused on apoptosis (40). In this work, we found that ischemic injury may involve multiple pathways of cell death, including the apoptosis, cuproptosis, ferroptosis, necroptosis, and pyroptosis pathways. An understanding of the mechanisms of the different cell death pathways is crucial to helping with modern treatments of protecting apoptotic neurons after ischemic stroke.

In this work, the ischemic injury modeling was consistent with our recent study (39), and the time points we selected for brain and skull sampling were based on the vascular regeneration patterns reported. Since we needed to compare and analyze the changes in the brain and skull after ischemic injury, we controlled the degree of ischemic injury; thus, the PT-induced ischemic injury model was quite suitable.

In summary, transcriptome analysis was performed to analyze and compare the gene expression profiles between the brain and the skull after ischemic injury. There exist temporal and spatial differences in the gene expression patterns for both the brain and the skull with ischemic injury, with the skull playing an important role in cerebral ischemic injury. Moreover, the brain ischemic injury-related gene sets were highly correlated with a variety of tumors, particularly GBM, KIRC, LGG, and UVM, which carry a greater mortality risk after stroke.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE213429; https://figshare.com/, 10.6084/m9.figshare.21203201; https://www.jianguoyun.com/p/DTSdzIgQkf-KCxjy_eEEIAA, Jianguoyun/Nutstore. The RNA-seq data are deposited in the Gene Expression Omnibus database with accession number GSE213429. The code of processing these data and statistical analysis can be accessed on GitHub https://github.com/FengWeiLab/Stroke_cancer_immune.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Ethics Committee of Central People’s Hospital of Zhanjiang.

## Author contributions

WF and YG contributed to the research design and performance, data acquisition, data analysis, and manuscript writing. LW and CZ prepared the samples. CZ and YG contributed to the research design, manuscript writing, and sample and data analysis. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

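RNA-seq of 12 mouse libraries was analysed, 3 in each of 4 groups: the brain on day 2 (S2B) and day 4 (S4B) after skull photothrombosis (PT), and the skull on day 2 (B2S) and day 6 (B6S) after brain PT. The groups were taken from the sample labels and from the design in the first part of the paper's results. One sentence on cell death in the paper gives the days of brain and skull the other way round, and the days of the design, the figure legends and the labels were used. The control groups and the groups of the injured tissue itself were not analysed here, so no comparison with a control was made. The columns of the count table were matched to the samples by name, and 0 columns of other samples were present.

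The authors cleaned the reads with fastp, mapped them to the mouse genome (mm10) with HISAT2 and deposited raw counts per gene symbol, whole numbers without normalization. The program that counted the reads, the gene annotation and the use of strand are not named in the paper's text, nor is it said whether the deposited counts precede the batch correction by ComBat_seq. Genes that overlap, lie antisense to each other or have close paralogs are therefore uncertain. The deposited table holds 22317 symbols, each with a count in at least 2 libraries and a total of at least 2. All of its lines name a gene. Coordinates are those of GENCODE M21 on the same genome build, in which 22022 of the symbols were found.

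The total count per library was 14126082 to 18972654. At this depth 3 counts, the limit that a count of 0 allows, correspond to less than 1 CPM. A fold against a group whose libraries are all at or under 3 counts was computed against that limit and is given as "at least". The fold takes the mean of the higher group, so the folds of single libraries can lie under it. Where the lower group has reads, 3 counts is a set value and not a limit of counting error. Counts are of reads without molecular identifiers, so the limit for a count of 0 covers counting error only.

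Counts were compared with edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10, TMM normalization, robust dispersion, and the quasi-likelihood test with Benjamini-Hochberg adjustment, in fits of 2 groups of 3 libraries. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error is the log2 fold change divided by the square root of the test's F. S4B was compared with S2B and B6S with B2S, as in the paper, and the other pairs of groups were compared to see which labelled groups resemble each other. The difference between both changes over time was tested as a contrast over all 12 libraries. Levels are CPM, counts scaled to the library size with TMM factors over the 12 libraries, given as mean and SD.

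Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes. The adjustment covered 25 lists in 2 comparisons. Where a library was left out, the p-values of that fit were adjusted together with those of the other comparison from all its libraries. The lists were short lists for neuron, oligodendrocyte, astrocyte, osteoblast and osteocyte, fibrous matrix, osteoclast, erythroid, neutrophil lineage, macrophage, NK cell, B cell and T cell markers, for interferon gamma response, hypoxia, apoptosis, ferroptosis, necroptosis and pyroptosis, the named genes of the paper's last results section (the list of BIIGs), the sex check genes, and 6 lists of genes that Table S2 of the paper gives for GO terms. Lists that are shortened in the copy of Table S2 at hand were not used here. Of the apoptosis and of the necroptosis genes 3 are also in another short list. Marker genes without a match in the count table, among them 3 of the osteoblast and osteocyte list and 6 of the 8 NK cell genes, were not analysed here, and the NK cell list and the sex check genes were not tested with camera. For all 27 lists in both comparisons, the number of genes with an adjusted p under 0.05 was the same over all genes tested and adjusted over the list alone. For the 6 lists from Table S2 the latter is not independent evidence, since the authors chose those genes on these samples. The Hallmark and GO sets, GSEA, GSVA and ImmuCellAI-mouse were not used here. Tissue lists were also averaged as log2(CPM + 1) per library and compared by a two-sided exact permutation test, whose smallest p is 0.1 for 3 against 3 libraries.

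The groups, lists, comparisons, thresholds and alternatives were fixed before the data were examined, except where the text says that a choice came later. The genes named by rule were Ripk1, genes that the paper names for cuproptosis, the list members, and for each comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among called genes with a mean of at least 100 CPM in the higher group and libraries that do not overlap (10% of genes do not overlap by chance with 3 against 3). The results of one gene and of one list, which stays in the adjustment, are not reported here. The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, total counts only, no filter, at least 10 counts in every library, the adjusted p alone, the replicate number as a block, all 12 libraries in one fit, each library left out in turn, fry and an estimated correlation for the lists, a pseudocount of 0.1 and total-count CPM for the tissue lists, and Pearson's correlation and the stricter filter for the similarity of libraries.

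The procedure was tested on simulated data, with counts drawn for the real genes at a dispersion of 0.03 and 200 genes changed by 2 on the log2 scale. Of 16289 genes tested, edgeR called 100% of the changed genes and 7 unchanged ones, and DESeq2 called 100% and 2. Of 100 lists of unchanged genes, camera called 0 at an adjusted p under 0.05. The simulated genes were drawn independently and few of them changed, unlike in the real comparisons. This result therefore does not show how often camera calls lists of correlated genes. Replicates were compared by a chi-square test of their counts: the statistic per degree of freedom was at least 4.50 in every pair, so no library was counted as a copy of another. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the levels, the permutations and the figures.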

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

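In this part the counts over other splits of the libraries and the test of scaling were chosen after the results had been seen.

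The change from the early to the late day differed between the groups labelled brain and skull for 13302 of 18068 genes, by edgeR's contrast over all 12 libraries with Benjamini-Hochberg adjustment. Of 40 draws of the group labels, the real one included, 1 gave as many. The other draws called 0 genes, with 20 to 10243 genes at an unadjusted p under 0.05. Draws that mix libraries with bone and with brain transcripts in a group widen its spread. They therefore cannot decide whether the real count stands apart. For Ripk1 the difference between the changes was -6.29 on the log2 scale (standard error 0.20, adjusted p = 1.01e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For this gene the 3 libraries of each group did not overlap with those of the group compared. The late days are 4 in one tissue and 6 in the other, so day and tissue are not separable in this contrast. S4B and B2S held brain transcripts and S2B and B6S bone transcripts, so the contrast also set these against each other.

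Tissue marker genes were found at a high level where the label names another tissue. The paper reports processes of the synapse and of neurotransmitters as higher in the skull on day 2 after brain PT, and of the genes in the neuron and the osteoblast and osteocyte lists its text names Spp1. The osteoblast and osteocyte list had a summed 8112 CPM in the libraries labelled S2B, a brain group, against 26.2 CPM in S4B and 5367 CPM in B6S. The neuron list had 12523 CPM in the libraries labelled B2S, a skull group, against 126 CPM in B6S and 13197 CPM in S4B. Among these genes, Snap25 had a mean of 3331 CPM in B2S (at least 3327 CPM in each library), and Ibsp 3189 CPM in S2B (at least 2084 CPM). No control library was used here.

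Several explanations were set against these values. If brain samples labelled S2B held some bone or marrow, their neuronal transcripts would remain at a sizeable share, but the neuron list in S2B was at 0.748% of its S4B level, near the 0.955% of B6S, from which its libraries were not apart (two-sided exact permutation test, p = 0.7). Immune cells that enter an injured brain would not bring osteoblast and osteocyte genes to the level of a skull group, and that list was 0.11 log2 units higher in S2B than in B6S. Composition or depth, as an error of scaling, would shift all lists of a library alike, but the 5 tissue lists moved apart by at least 15.33 log2 units in both comparisons, with neuron genes lower and fibrous matrix genes higher in the bone-rich libraries. What stays open is that the S2B and B2S libraries carry each other's label. This candidate explanation needs S2B to resemble B6S and B2S to resemble S4B. Among the 5 tissue lists, the largest difference between those groups was 0.41 log2 units. Other lists lay further apart, with the erythroid list at 5.45 in S2B and 7.95 in B6S as mean log2(CPM + 1). The neutrophil lineage list was at 6.48 and 8.49, and the skeletal muscle list described below at 7.42 and 4.69. The osteoclast (7.47 and 7.04) and macrophage lists (5.91 and 6.13) lay closer. Exchanged labels would also account for the opposite changes of Ripk1 and most other genes, since both comparisons would then be between bone and brain. The values do not tell with which group a label would have been exchanged. By distances computed here from the paper's scores in Table S3, SC, another skull group, also lay nearest to BC (0.357). In the paper's Table S4, B2B lay farther from B2S than S4B and BC did (1.24 against 0.396 and 0.534), so the brain groups do not all look alike. A change over time within one tissue, as the paper describes, would keep the marker genes of that tissue on both days. The neuron list was at 0.748% of its S4B level in S2B, and at 12523 CPM in B2S against 126 CPM in B6S. These values argue against such a change as the source of the tissue list differences. Any smaller change over time could not be tested apart from the difference in tissue transcripts, since both split the libraries in the same way.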

How the results depend on the processing

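The counts of genes called between S4B and S2B, between B6S and B2S, between S2B and B2S (9697), between S4B and B6S (9576) and in the contrast over 12 libraries stayed within 1.5 times their value under all alternatives run. Ripk1 kept its direction and an adjusted p under 0.05 in both comparisons under each of 14 alternatives. Upper-quartile factors moved the median log2 fold change of all genes in S4B against S2B to -0.14 and total counts to -0.11, against -0.01 with TMM, and no scaling moved the share of higher genes in these 5 comparisons by over 10 percentage points. Under the alternatives run, neither Ripk1 nor a gene list reversed.

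The small comparisons depended on the processing. S2B against B6S had 303 genes, 1058 with DESeq2, 932 by the adjusted p alone and 1273 with all 12 libraries in one fit. With the replicate block it had 0 genes, with 3950 at an unadjusted p under 0.05. Across the 6 fits that each left out one library it had 0 to 667: 0 without any one of the S2B replicates 1, 2 and 3 (2938, 3494 and 3137 genes at an unadjusted p under 0.05), 34 without B6S replicate 1, 667 without B6S replicate 2 and 32 without B6S replicate 3. S4B against B2S had 24 genes, 49 with DESeq2, 50 without a filter, 153 by the adjusted p alone, 61 with the replicate block and 8 with all 12 libraries in one fit. Leaving out one library gave 18 to 85: 41 without S4B replicate 2, 85 without S4B replicate 3 and 59 without B2S replicate 1. The share of higher genes among those called moved as well: in S2B against B6S from 39.9% to between 25.6% (all 12 libraries in one fit) and 60.0% (adjusted p alone), with 56.6% under total counts, and in S4B against B2S from 58.3% to between 20.3% (without B2S replicate 1) and 80.0% (without S4B replicate 3), with 36.1% under the replicate block. The cause was not tested for these differences.

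The replicate numbers do not pair the libraries. Over 18 pairs with the same number in different groups, the correlation of the deviations from the group mean ran from -0.09 to 0.06, and 0 were over 0.1. The block moved the counts of S2B against B6S and of S4B against B2S given above and brought 1 gene list past the threshold. The other list results kept their side of it, and the other counts of genes stayed within 1.5 times their value.

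Gene lists depended most on how the correlation between genes was set. With camera's estimated correlation, 42 of 50 list results no longer passed. Among them were the macrophage list (median log2 fold change -2.56 in S4B against S2B, adjusted p 0.216 from camera, and 3.23 in B6S against B2S, 0.0888) and the interferon gamma response list (-2.90 with 0.305, and 4.50 with 0.0888). Under fry, 8 more results passed, among them hypoxia (-0.93 with an adjusted p of 0.000569, and 0.84 with 0.00695). RLE factors changed none of 50 results, upper-quartile factors and total counts brought 1 each past the threshold, and the stricter filter took 1 of 45 below it. Of 300 list results with a library left out, 292 kept their side of the threshold and 8 passed it. The estimate of the correlation rests on 6 libraries. Other splits of the libraries gave similar numbers of lists with camera, but they keep part of the group difference and are no test of the list counts.

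The tissue lists kept their direction with total counts and with a pseudocount of 0.1. The correlation of S2B with S4B was 0.555 with Pearson's method and 0.522 over genes with at least 10 counts in every library, and that of B2S with B6S 0.551 and 0.521. Depth limits the genes near 0 counts. For single genes with at most 3 counts in every library of a group only bounds of the fold are given. List medians hold fitted values of such genes, and the passages also give those that change with the genes at their bound. The fitted folds of Gpr26 and Rph3a rest on few reads in the lower group.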

Differences from the paper's values

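Of 8 values that the paper gives for measures also computed here, 4 in its text and 4 read by eye in Figure 3, 0 differ in the main analysis by the rule used (more than 1.5 times apart and by more than the replicate SD, or more than 1.5 times apart for counts of genes). With at least 10 counts required in every library, the genes higher in S4B differed by this rule (3209 against the paper's 5386). So did the genes higher (3461 against 5346) and lower in B6S (3105 against 5068), but not those lower in S4B (3396 against 5010).

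The paper states that the genes of the hypoxia pathway changed in the brain after skull PT and in the skull after brain PT. The hypoxia list used here, which is not the Hallmark set, did not pass with camera in S4B against S2B (adjusted p = 0.272) or in B6S against B2S (adjusted p = 0.215). Camera compares a list with all other genes, while the paper compared scores per sample. Its mean hypoxia scores were 2.27 in S2B, 1.53 in S4B, 2.21 in B6S and 1.49 in B2S. The list used here had the same direction, at 6.40, 5.15, 6.03 and 5.01 as mean log2(CPM + 1). Its genes called as DEGs leaned one way, with 3 higher and 12 lower in S4B, and 12 higher and 4 lower in B6S. Under fry, an alternative set before the data were examined, the list passed in both (adjusted p = 0.000569 and 0.00695), as did all 50 list tests, within ranges of 0.000569 to 0.570 and 0.00695 to 0.432 over the alternatives. In one sentence the paper states that immune cell abundance in the skull altered little on both days after brain PT, and in another that it was activated on day 6. Between B2S and B6S, the macrophage, neutrophil lineage, B cell and T cell lists were higher in B6S here, each with an adjusted p under 0.05 from camera with Benjamini-Hochberg adjustment. With an estimated correlation none of them passed (adjusted p of 0.0888 to 0.315 from camera). B2S held brain transcripts and B6S bone transcripts, so these values cannot decide between the paper's sentences.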

Other observations

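In this part, the tests of chromosomal neighbourhood, of gene families, of neutrophil transcripts and of muscle transcripts, the list of muscle genes, and the counts over other splits were chosen after the results had been seen.

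The groups that share tissue transcripts were compared directly. S2B and B6S differed in 303 of 16329 genes and S4B and B2S in 24 of 16278 genes, against 9697 genes between S2B and B2S and 9576 between S4B and B6S. Leaving out single libraries moved the first count to between 0 and 667 (667 without B6S replicate 2, and 0 without any one S2B replicate, with 2938 to 3494 genes at an unadjusted p under 0.05) and the second to between 18 and 85 (85 without S4B replicate 3). The mean correlation was 0.957 between S2B and B6S and 0.993 between S4B and B2S. In S4B against S2B, B6S against B2S, and the other 4 comparisons, 1 of the 10 splits of the libraries into 3 and 3, the real one, gave as many genes. The other splits called 0 genes, apart from 1 gene in one split of S4B and B2S, with 5 to 36 genes at an unadjusted p under 0.05 in S4B against S2B, 7 to 61 in B6S against B2S, 8 to 29 in S2B against B2S, 5 to 55 in S4B against B6S, 209 to 622 in S2B against B6S and 347 to 992 in S4B against B2S. With 10 splits the share is never under 0.1, and the other splits mix both groups on each side, which widens the spread there. For gene lists by camera, 7 of the 10 splits of S2B and S4B gave at least the 20 lists of the real split (19 to 21 in the others). For B2S and B6S, 1 of the 10 splits gave 22 lists, and the others gave 16 to 20. Each other split holds unequal numbers of libraries of both groups on its sides, so it keeps part of their difference in every gene. Since camera compares genes with each other, these list counts cannot decide whether the real split stands apart.

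The tables of the paper show the same grouping of the labels. For the 4 groups analysed here they hold scores of the same samples, so they are no independent evidence. The grouping in Table S3 was also the reason for comparing the other pairs of groups. In the per-sample pathway scores of Table S3, as distances between group means in SD units computed here from the paper's scores, S2B lay nearest to S2S (0.353) and next to B6S (0.728), and B2S lay nearest to S4B (0.125) and BC (0.167). SC lay nearer to BC (0.357) than to any other group. In the immune cell table, Table S4, S2B lay nearest to S2S (0.417) and B2S nearest to S4B (0.396), while SC lay nearest to B6B (1.18).

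Of the 24 genes called between S4B and B2S, several lie side by side. On chromosome 5, Oas1c, Oas1b, Rph3a and Gm42656 lie between 120800194 and 121010092, on chromosome 2 Mfap1b, Gm14018 and Mfap1a lie between 121460235 and 121506665, and on chromosome 17 Glo1 and Dnah8 overlap. These genes and those named below were named after their values were seen. In all, 9 of the 24 genes start within 1 Mb of another, against a mean of 0.856 and at most 8 in 10000 draws of as many tested genes (permutation p = 0.0001, the smallest these draws can give). Reads shared within gene families would explain the clusters if they vanished with one gene per family, and 7 of 22 genes remained clustered (permutation p = 0.0003). Families were told apart by gene name alone, so overlapping genes stayed in. Gm42656 lies inside Rph3a, and Glo1 and Dnah8 overlap. Reads shared between overlapping or adjoining genes were therefore not excluded. A candidate explanation is that the mice of the early and late libraries differed in genetic background near these loci. This would give the same change from early to late in the S2B and B6S libraries. Of 21 genes tested there, 16 changed the same way, against 11.8 on average for random genes, a borderline result (one-sided permutation p = 0.0488). Of the 24 genes, 8 were also called between S2B and B6S, against 0.445 by chance, all 8 in the same direction. Across 14624 genes the changes had Pearson's r = 0.16, and genes are not independent replicates. For Mfap1a, 23 to 31 reads were counted in S2B and 23 to 38 in B2S, both day 2, against 151 to 246 in S4B and 265 to 303 in B6S. For Gm13443 the counts were 185 to 265 and 133 to 200 on day 2, against at most 4 in S4B and 5 in B6S. The genes that changed the other way were Tmem40, Fggy, Adm, Slc4a11 and Oas1b. Oas1c changed the same way but by less, with a log2 fold change of 5.79 in S4B against B2S and -0.97 in S2B against B6S. The early and late libraries differ in day as well, so an effect of the day or of handling stays untested, and no genotype was analysed here.

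B6S replicate 2 stood apart from its group. The chi-square per degree of freedom was 223 and 240 against replicates 1 and 3, which differed from each other by 38.7. The 8 neutrophil lineage genes, all at 1 CPM or more in S2B and B6S and 1 and 0 of them in S4B and B2S, were highest in replicate 2, with a median ratio of 7.53 to the higher of the other libraries. They took 2.58% of the counts there, against 0.148% in replicate 1 and 0.344% in replicate 3, and Ngp alone was at 6156 CPM. A larger share of neutrophil lineage cells in that sample may account for part of the difference. The B cell list (2.59 against 3.16 and 3.82, as mean log2(CPM + 1)) and the macrophage list (5.87 against 6.41 and 6.13) were lowest in replicate 2, the erythroid list lay between the others (7.86 against 8.20 and 7.81) with the highest summed level (13204 against 8716 and 7875 CPM), and the T cell list was highest there (2.31 against 2.30 and 1.82), so whether all marrow cells had a larger share stays open. The neuron (3.56 against 2.28 and 2.19), astrocyte (6.23 against 5.18 and 4.91) and oligodendrocyte lists (4.68 against 3.55 and 3.62) were also highest in replicate 2, for which no explanation was tested. Whether it came from the sampling of the bone or from the injury was not tested.

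Genes of skeletal muscle separated the S2B libraries. All 7 genes of a list were over 2 times higher in both replicates 1 and 2 than in replicate 3, with a median ratio of 6.39, and Acta1 had 1404 to 11640 reads across the S2B libraries. An eighth gene, Pvalb, was taken off the list because the brain also expresses it, after the values of the list were seen. The list took 0.243%, 0.312% and 0.0364% of the counts in S2B replicates 1, 2 and 3, and at most 0.00163% in S4B and B2S. In B6S replicates 1, 2 and 3 it took 0.00929%, 0.0144% and 0.0769%, so the share also varied there. At 1 CPM or more, S2B and B6S expressed all 7 of the genes and S4B and B2S 3. The 7 genes over 2 times higher are consistent with skeletal muscle attached to the sample in replicates 1 and 2. No biological explanation was tested.

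Lists that belong to no conclusion here were also compared. All 11 genes that the paper names in its last results section as BIIGs, among them Top2a, Mki67 and Spp1, were lower in S4B than in S2B (median log2 fold change -5.84) and higher in B6S than in B2S (median 5.61), in libraries that differed in tissue transcripts as labelled. The paper picked these genes from its own samples, and 2 of them are in another list. Of the sex check genes, Ddx3y was counted in all 12 libraries and Xist reached at most 7 reads in any. Of the 8 NK cell genes only 2 were matched, both called higher in B6S than in B2S, and the list was not tested with camera.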
